A study of Caenorhabditis elegans with 10 samples. Its data were reported in "Reprograming gene expression in ‘hibernating’ C. elegans involves the IRE-1/XBP-1 pathway" (2025).

How the data were processed

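The values were the deposited FPKM of ribosome footprints, 1 pooled column per condition. The authors isolated monosome-protected fragments and made small RNA libraries. Within the ORFik ribo-seq pipeline they trimmed adapters with fastp 0.23.4, removed contaminant reads and aligned the rest to the WBcel235 genome with STAR 2.7.11b. The authors' FPKM is the footprint count of a transcript's coding sequence per kilobase, scaled to the total count of the column. The authors pooled the 2 replicates of each condition, and whether by sum or by mean is not given in the sources used here. The annotation release and the strand rule of counting are not given in the sources used here either. A column for 25°C matched no sample and was not used here. The RNA-seq of the study was not analysed here.

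Counts were recovered from the deposited FPKM by multiplying with coding length from Ensembl release 115 (WBcel235) and dividing by the column's smallest step, which gives the depth of each column. At a coding length of 1000 nt, 1 count was worth 1.48 FPKM at 20°C, 2.06 at 10°C, and 0.376, 0.335 and 0.327 after 1, 3 and 5 days at 4°C. The 50 genes with the most counts held between 28.7% and 36.7% of a column. Between 20°C and 10°C the mean squared z of genes with 2 to 4 counts was 0.485, where independent reads give 1, so the recovered counts scatter less than whole reads and the counting intervals are if anything too wide there. Intervals and floors cover counting error only.

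Each gene was read from its transcript with the highest mean FPKM over the 5 columns, which mattered for 5702 genes with more than 1 transcript. Genes with a mean of at least 1 FPKM were kept. Differences were taken on log2(FPKM + 0.5), and a gene was called higher or lower at 2-fold. Ratios carry 95% Clopper-Pearson intervals. A gene with 0 counts in a condition has a bound from a floor of 3 counts in place of a ratio. The stricter call, with at least 10 counts over both conditions and an interval that leaves out 1, was planned as an alternative, and its use for choosing which genes to name was decided after the data were seen. Otherwise the genes named were the largest rises and falls at least 2-fold in the same direction under every pseudocount and scaling tried, with members of the gene lists and genes named by the study. For random splits, the pooled counts of each gene were split binomially between both conditions 200 times.

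The median of each of 42 gene lists was set against 10000 random lists matched in 20 bins of expression. Medians at the bound leave out genes without a ratio or bound. Of the list items, 16 had no row in the table. A set of 98 genes share all their counts with another gene and are named together, and 83 kept genes overlap the coding sequence of another gene. Shares of counts carry Wilson 95% intervals.

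The scripted steps were tested on simulated counts with 200 genes changed, drawn from kept genes with at least 10 counts over both conditions. For 4°C at 1 day against 10°C, the 2-fold rule recovered 46.3% of genes changed 2-fold, 91.0% changed 4-fold and 100% changed 8-fold, and 35.8%, 76.1% and 95.5% when the interval was also required. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used.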

Results

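Ribosome profiling, the sequencing of mRNA fragments protected by ribosomes, was used to follow translation in whole wild-type (N2) Caenorhabditis elegans that were cooled in steps. The 10 libraries fell into 5 conditions with 2 replicates each. These were 1-day-old adults at 20°C, animals moved to 10°C for a few hours, and animals then kept at 4°C. The last were sampled on day 1, day 3 and day 5. By the study's methods, the 20°C animals were collected when the others were moved to 10°C. No 20°C animals of the same elapsed time were profiled, so cold cannot be told apart from elapsed time or age. The deposited table gave 1 pooled value per condition for 31865 transcripts of 19985 genes, in FPKM (fragments per kilobase of coding sequence, scaled to column depth). There were no replicate columns, so no value below has an SD, an n or a p, and every comparison is between pooled libraries. The columns held 675550 counts at 20°C, 486109 at 10°C, and 2657757, 2981339 and 3058810 after 1, 3 and 5 days at 4°C, summed over all transcripts. The 10°C column was the shallowest, and the deepest held 6.29 times as many counts. Because FPKM is a share of each column, all changes are relative to the other genes of the same animals, and a fall in total protein synthesis cannot be seen. Footprint changes were not set against mRNA changes, so mRNA level and translation per mRNA cannot be told apart. Of all genes, 9945 had a mean of at least 1 FPKM over the 5 conditions and were compared.

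The 3 conditions at 4°C lay apart from 20°C and 10°C. The first principal component of log2 FPKM held 59.9% of the variance and separated the cold samples from the others, the second held 21.9% and set 20°C against 10°C, and the third held 12.62% and set 1 day against 5 days at 4°C. The columns at 4°C were also the deepest, so the first component alone cannot tell cold from depth. The second component rests on the step from 20°C to 10°C, which was small among genes with many counts. Among genes with at least 100 counts over both conditions, the mean squared log2 change was 0.0599 from 20°C to 10°C, 1.12 from 10°C to 1 day at 4°C, 0.333 from 1 to 3 days and 0.320 from 3 to 5 days. Over the whole path from 20°C to 5 days it was 2.04. Over all compared genes the step from 20°C to 10°C gave 1.59, less than the 2.48 that a random split of the same counts gave, which shows that counts in these columns scatter less than such splits. A difference is called clear below when it was at least 2-fold, rested on at least 10 counts over both conditions, and had a 95% counting interval that left out 1.

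**Figure D1:**
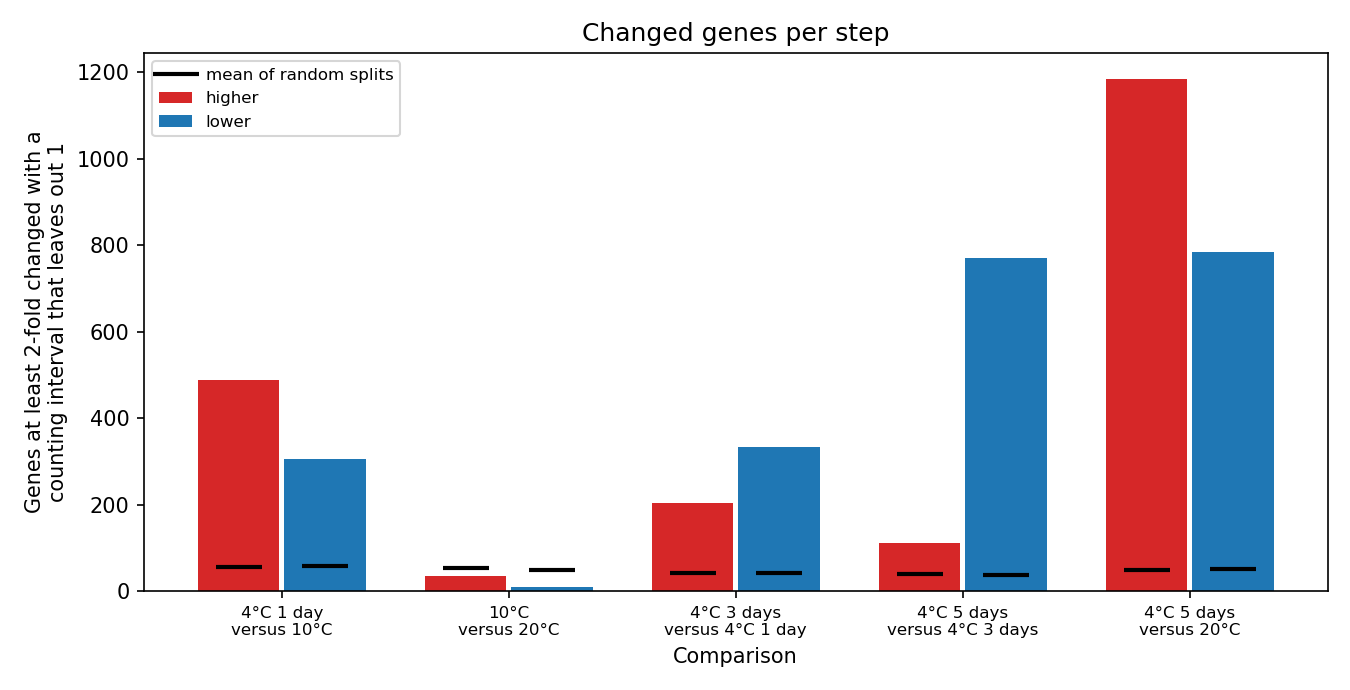
Number of genes with a clear difference (y axis) in each comparison (x axis), with bars for genes higher (red) and lower (blue) in the condition named first and black marks for the mean of 200 random splits of the same counts. The bars exceed the marks in every comparison except 10°C against 20°C, where 36 genes were higher and 10 lower.

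The first day at 4°C, set against 10°C, was the step on which the study centred its account of translation in the cold. Footprints on fatty acid desaturases and elongases and on cuticle collagens of the col family fell, while footprints on a cluster of lips genes and on cytosolic heat shock, metal response and autophagy genes rose. The largest clear fall was in hacd-1, a hydroxyacyl-CoA dehydrogenase (chromosome V, 1460369 to 1461613, WBcel235), which went from 206 to 1.67 FPKM, 123-fold lower (95% counting interval 46.4 to 461). Of 15 measured fatty acid desaturases and elongases, 14 were at least 2-fold lower and none higher, 9 of them clearly. The fatty acid elongase elo-6 (IV, 5386629 to 5388559) was 42.5-fold lower (21.2 to 96.8), elo-2 was 10.9-fold lower (7.05 to 17.3) and elo-5 8.34-fold lower (4.52 to 15.7).

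The desaturases followed the elongases. The palmitoyl-CoA desaturase gene fat-5 (V, 17725004 to 17726818) and the stearoyl-CoA desaturase genes fat-6 and fat-7 were 20.7-fold (9.70 to 48.97), 7.50-fold (4.75 to 11.9) and 7.75-fold (3.49 to 17.8) lower, and the omega desaturase gene fat-1 was 2.91-fold lower (1.94 to 4.31). The genes fat-2, fat-3 and fat-4 were read from short transcripts by the fixed rule, where they held 6, 1 and 2 counts at 10°C and 3, 1 and 0 at 4°C. On the transcript with the most counts, a reading chosen after the data were seen, fat-2 was 15.7-fold lower (6.79 to 40.6), fat-3 6.56-fold lower (1.67 to 27.2) and fat-4 8.59-fold lower (3.04 to 26.1). The median change of the list was −2.82 on the log2 scale, against −0.30 to 0.65 for 95% of random lists of the same size and expression. Acyl-CoA synthetase acs-5 was 18.5-fold lower (8.15 to 47), and the short-chain dehydrogenase dhs-25 was 15.8-fold lower (7.17 to 38.3).

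Footprints on some genes of methyl donor and membrane lipid synthesis were lower as well. The S-adenosylmethionine synthetase gene sams-1 (X, 11965962 to 11969893) went from 95.05 to 10.2 FPKM, 9.28-fold lower (5.93 to 14.7), and mthf-1, ahcy-1 and the methyltransferase gene pmt-2 were 2.52-fold (1.56 to 3.97), 2.46-fold (2.28 to 2.64) and 2.38-fold (1.95 to 2.89) lower. Of 16 measured genes of phosphatidylcholine synthesis, 5 were at least 2-fold lower and none higher (median −0.78, random range −0.34 to 0.59). Of 27 UDP-glucuronosyltransferases 14 were lower and 1 higher (median −1.31, random range −0.60 to 0.56). With genes at 0 counts set to their bound and genes without a fold left out, that median was −0.56. The lectin gene clec-1 was 28.4-fold lower (10.7 to 94.8), and of 58 C-type lectins 21 were lower and 4 higher (median −0.80, and −0.45 at the bound).

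Cuticle collagens fell as a family. Of 86 measured col genes 71 were at least 2-fold lower and 1 higher, and 49 were clearly lower (median −1.95, random range −0.12 to 0.28). The adult collagen col-19 (X, 421707 to 422691) was 12.8-fold lower (9.93 to 16.7), and the neighbours col-92, col-93 and col-94 on chromosome III were 11.3-fold (9.43 to 13.6), 11.02-fold (9.45 to 12.9) and 11.02-fold (9.23 to 13.2) lower. The 13 other cuticle collagens and cuticle enzymes stayed inside their random range (median −0.28, range −0.72 to 0.82), with 3 higher and 1 lower, and the prolyl hydroxylase gene dpy-18 was 6.31-fold higher (1.68 to 53.1). Together the col genes took 3.76% of counts at 10°C (Wilson 95% interval 3.70 to 3.83) and 1.03% after 1 day at 4°C (1.02 to 1.05). A list that the study drew from these same samples for lower footprints at steady mRNA, which holds several of these collagens and is no independent evidence, had 15 of 15 measured genes lower (median −2.49).

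Footprints on part of the genes of the translation machinery were lower too. The gene of the acidic ribosomal protein RLA-1 (I, 2069086 to 2069575) went from 11774 to 1702 FPKM, 6.92-fold lower (6.46 to 7.40), and rps-12 was 4.07-fold lower (3.60 to 4.59). Of 82 cytosolic ribosomal protein genes 17 were at least 2-fold lower and none higher, 15 of them clearly (median −0.38, random range −0.10 to 0.18). Elongation factor genes eef-1B.1 and eef-1G were 4.82-fold (4.299 to 5.4) and 4.09-fold (3.75 to 4.47) lower, although the list of 42 translation factors as a whole stayed inside its random range (median 0.03). Of 36 respiratory chain and ATP synthase genes 4 were lower and none higher (median −0.40, random range −0.14 to 0.27), among them isp-1 at 2.83-fold (2.11 to 3.77). The muscle myosin gene unc-54 was 2.92-fold lower (2.59 to 3.29), and 3 of 18 body wall muscle markers were at least 2-fold lower (median −0.51).

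Ranked by the log2 difference with the pseudocount, the largest rises came from genes with no footprint at 10°C. Such genes have a lower bound in place of a ratio, so their order against genes with counts at 10°C is not known. The putative lipase gene lips-11 (II, 1108841 to 1111001) went from 0 to 434 counts, at least 26.5-fold higher against a floor of 3 counts for the pooled column, and its neighbours lips-12 and lips-13 were at least 3.11-fold and 12.4-fold higher, although the list of lipases and lipid droplet genes stayed inside its random range (median 0.19). The glutathione S-transferase gene gst-24 was at least 20.1-fold higher, the uncharacterised F19B10.13 at least 15.5-fold, nspe-6 at least 10.9-fold, Y46H3A.5 at least 10.9-fold and the small heat shock protein gene hsp-17 at least 9.27-fold. The other large rises by the fixed rule were T23E7.6, F10D7.3, C08E8.3, K10D3.8 and K01A2.10, at least 5.12-fold, 7.93-fold, 3.90-fold, 2.68-fold and 2.99-fold higher. T04H1.13 went from 0 to 15 counts. Among the 12 largest falls by the same rule, gcsh-1, fat-4, T02E1.8, npax-4, W04H10.6, Y54G11A.14, lips-5, fipr-16 and K01D12.9 held at most 4 counts at 10°C and 0 at 4°C, too few to size.

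Of 21 measured genes named in the study's text, part of them chosen on these samples, 8 were at least 2-fold higher, 3 lower and 10 under 2-fold, and their median of 0.48 lay inside the random range (−0.26 to 0.51). The bZIP factor gene zip-10 (V, 11650079 to 11650762) went from 1 to 196 counts, 35.8-fold higher (6.36 to 1423). The metal-responsive genes numr-1 and numr-2, which share all their counts, were 103-fold higher (18.3 to 4059.9), and the serpin gene srp-7 was 8.68-fold higher (6.60 to 11.65). The C/EBP homologue cebp-1 was 4.44-fold higher (2.11 to 11.22) and cbp-3 3.66-fold (1.81 to 8.62). The heat shock factor gene hsf-1 was 2.68-fold higher (1.18 to 7.51). That hsf-1 ratio rests on 6 counts at 10°C and 88 after 1 day at 4°C. The study gave hsf-1 as a gene whose footprints did not rise in the cold, without naming the reference condition there. The hsf-1 ratio of 10°C to 20°C had an interval that included 1, and after 5 days hsf-1 was clearly higher than at 20°C. Whether the 1-day ratio conflicts with the study is left open, since the reference may differ and counts at 10°C were few. The genes dnj-27, C36B7.6, cht-1 and R02D3.8 had ratios between 1.18 and 1.40 with intervals that included 1. A further bZIP factor gene, jun-1, was 5.03-fold higher (1.33 to 42.6). Of 7 measured metal response genes 5 were at least 2-fold higher and none lower (median 2.34, and 1.06 at the bound), and of 15 cytosolic heat shock genes 8 were higher and 1 lower (median 1.35, and 0.72 at the bound).

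Endoplasmic reticulum (ER) stress genes were compared because the study asked whether cold engages the unfolded protein response. The ER chaperone gene hsp-4, the BiP homologue (II, 7350112 to 7352645), went from 194 to 549 FPKM, 2.83-fold higher (2.29 to 3.53), and the transcription factor gene xbp-1 was 1.76-fold higher (1.10 to 2.99). The ER stress sensors ire-1, atf-6 and pek-1 had ratios of 1.28 (0.448 to 5.02), 2.38 (0.357 to 101) and 1.44 (0.653 to 3.74), which the depth at 10°C cannot tell from 1. The study took srp-7, dnj-27 and C36B7.6 as targets of IRE-1, cht-1 of ATF-6, and cbp-3 and R02D3.8 of PEK-1. Of these, srp-7 and cbp-3 were clearly higher, and the other ratios, given above, had intervals that included 1. In 3 published lists of genes that depend on IRE-1, medians lay above their random ranges: 28 of 116 genes from tunicamycin treatment were at least 2-fold higher and 1 lower (median 0.41), 11 of 20 from 2 degrees were higher and none lower (median 1.35), and 54 of 120 from lipid stress were higher and 11 lower (median 0.85). Examples were the phospholipase gene ipla-2 at 14.7-fold (8.70 to 26.9), cdr-4 at 8.86-fold (4.25 to 22.2), Y47H10A.5 at 22.1-fold (6.06 to 184) and asp-17 at 11.1-fold (4.27 to 40.9). Of all 9945 compared genes, 1774 were at least 2-fold higher and 1444 lower. The list from 2 degrees holds genes selected for a rise in cold wild-type animals, so its direction is no independent evidence. The study itself reported little overlap of these lists with its own cold-induced transcripts. The 27 genes of ER folding and degradation had a median of 0.38, inside the range of random lists (−0.19 to 0.41), with only hsp-4 clearly higher. Mitochondrial chaperone genes hsp-6 and hsp-60 were 1.23-fold (1.08 to 1.40) and 1.24-fold (1.10 to 1.40) lower.

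Autophagy genes were higher on the first day in the cold. Of 24 measured genes 12 were at least 2-fold higher and 1 lower, 7 clearly higher (median 0.93, random range −0.18 to 0.51). The cargo receptor gene sqst-1 (IV, 12034282 to 12036891) was 11.4-fold higher (7.09 to 19.7), and the ATG8 homologues lgg-1 and lgg-2 and the beclin homologue bec-1 were 3.06-fold (2.44 to 3.89), 3.40-fold (1.41 to 10.7) and 2.79-fold (1.52 to 5.70) higher. In all, 1774 genes were at least 2-fold higher and 1444 lower after 1 day at 4°C, where random splits of the counts gave 1897 and 783. With all columns thinned to the shallowest, 1500 were higher and 1932 lower, so which direction was the larger depended on depth. Among the 7298 genes with at least 10 counts, 489 were clearly higher and 306 clearly lower, against 56 and 59 in random splits. Of the 42 gene lists, 7 lay above and 13 below the range of 95% of random lists. Random draws alone would put 2.1 outside, but genes of a real list can vary together, so more can leave the range without a response to cold. The 13 include the list that the study drew from these same samples.

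**Figure D2:**
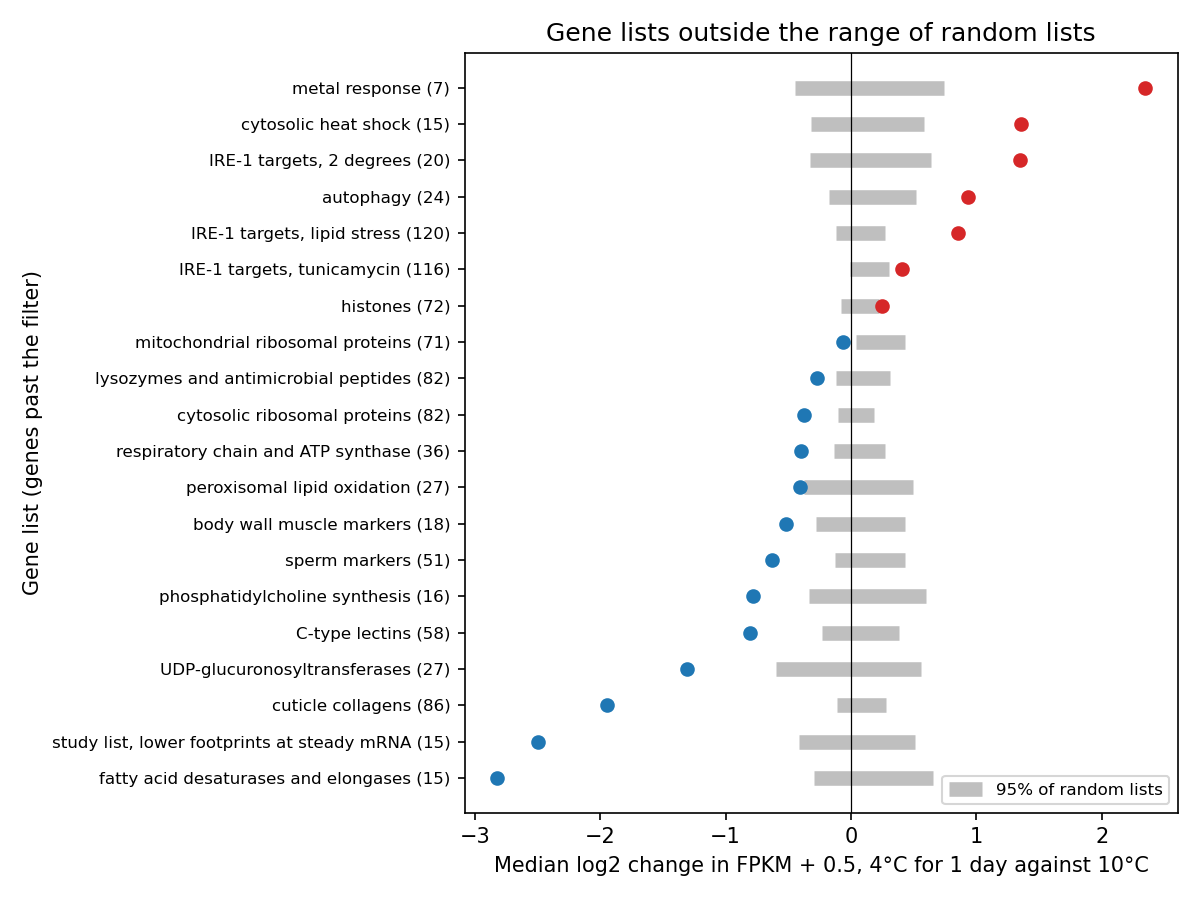
Median log2 change (x axis, 4°C for 1 day against 10°C) of each gene list outside the range of random lists (y axis, genes past the filter in brackets), with points red above 0 and blue below 0, and grey bars for 95% of random lists of the same size and expression. Fatty acid desaturases and elongases lie lowest at −2.82 and metal response genes highest at 2.34.

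**Figure D3:**
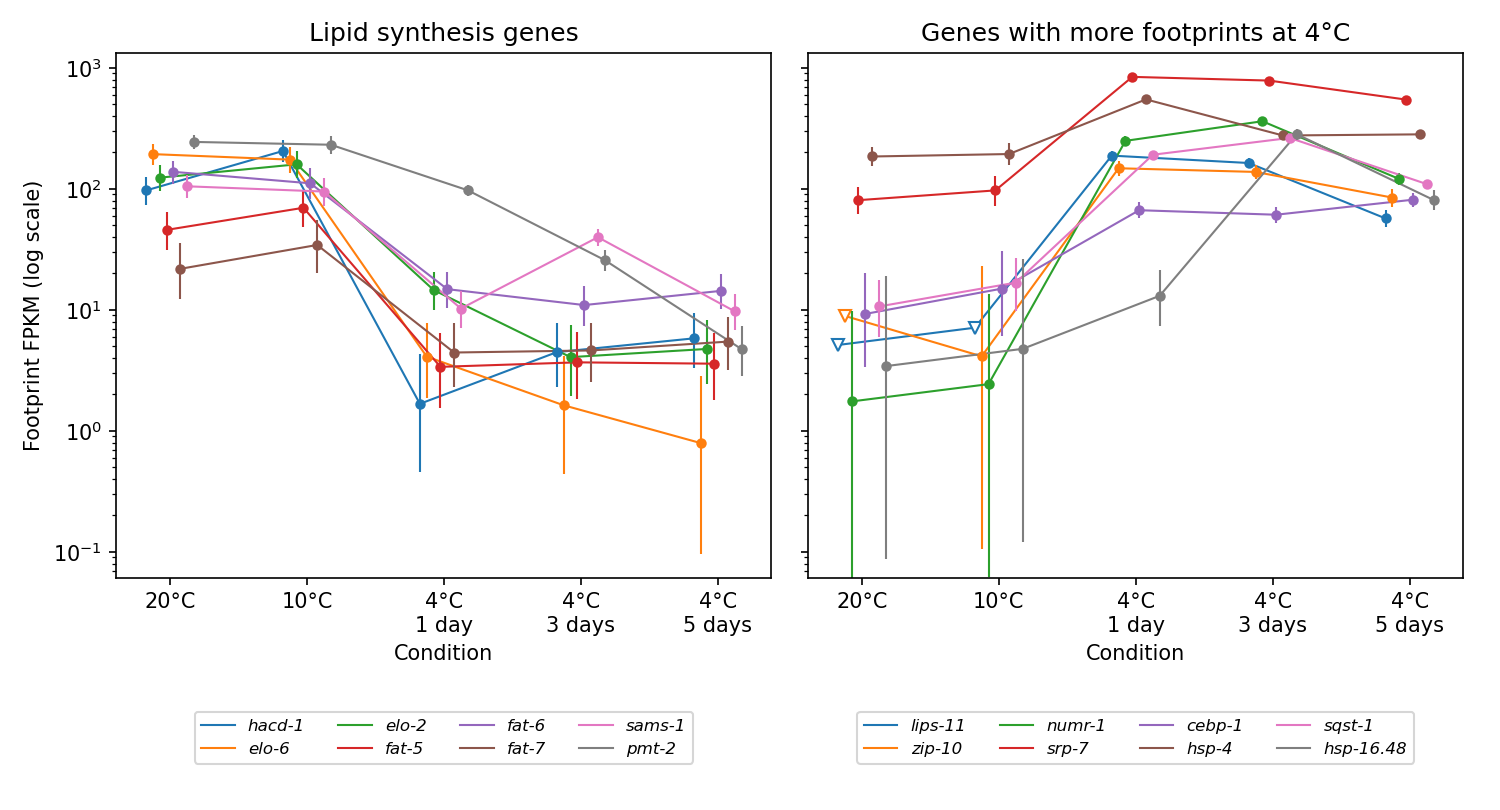
Footprint FPKM on a log scale (y axis) in the 5 conditions (x axis) for lipid metabolism genes (left) and genes with more footprints at 4°C (right), with bars for exact 95% Poisson intervals of the counts and open triangles for 0 counts drawn at the floor of 3 counts. The left panel is titled lipid synthesis genes, although hacd-1 is a hydroxyacyl-CoA dehydrogenase. All genes of the left panel drop between 10°C and 1 day at 4°C, pmt-2 goes on falling to 4.73 FPKM at 5 days, and hsp-16.48 is highest at 3 days (283 FPKM).

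The step from 20°C to 10°C asked what a few hours of mild cooling do before the cold. Few genes passed the rule for a clear difference. The uncharacterised Y41C4A.32 was 9.26-fold higher at 10°C (2.75 to 48.7), the fatty acid amide hydrolase gene faah-2 8.34-fold higher (1.86 to 76.7) and gst-22 6.02-fold higher (1.65 to 32.9), each on at most 20 counts at 10°C. The transthyretin-related gene ttr-35 was 7.92-fold lower (1.15 to 341), vet-6 3.15-fold lower (1.43 to 7.86), and the aspartyl protease gene asp-13 2.88-fold lower (1.05 to 9.81). Of genes higher later in the cold, hsp-4 had a ratio of 1.05 (0.791 to 1.39) and srp-7 of 1.20 (0.815 to 1.78), neither separable from 1, and lips-11 held 0 counts in both.

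Gene families shifted by small amounts at 10°C. Of 72 histone genes 3 were at least 2-fold lower and none higher (median −0.53, random range −0.03 to 0.11). Lysozyme and antimicrobial peptide genes had 21 of 82 members higher and 5 lower (median 0.45), sperm markers 13 of 51 higher and 4 lower (median 0.43), and neuropeptide genes 28 members higher and 20 lower (median 0.41), with random ranges that ended at 0.24, 0.32 and 0.30. At the bound the lysozyme median was 0.25, at the edge of its range, and the sperm and neuropeptide medians were both 0.47, the value that equal counts in both columns give at these depths. In all, 1214 genes were at least 2-fold higher and 905 lower, fewer than the 1351 and 1667 that random splits of the same counts gave. Of 4972 genes with at least 10 counts, 36 were clearly higher and 10 clearly lower, against 53 and 49 in random splits. Counts in these columns scatter less than such splits, so the splits cannot tell which of these genes differed by more than counting error. The 12 genes with the largest changes by the fixed rule held at most 4 counts each, for example C51E3.10 with 0 and 4 and F47G4.14 with 3 and 0.

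From 1 to 3 days at 4°C the question was whether footprints go on changing within the cold. Small heat shock proteins rose, and the pud genes, named for proteins more abundant in insulin receptor mutants, fell. The genes hsp-16.48 and hsp-16.49 (V, 9088131 to 9088617 and 9089280 to 9089766), which share all their counts, went from 13.1 to 283 FPKM, 21.7-fold higher (12.98 to 39.2). The pair hsp-16.1 and hsp-16.11 was 16.24-fold higher (8.35 to 36.2), and hsp-16.41 was at least 2.97-fold higher. Of 15 cytosolic heat shock genes 10 were at least 2-fold higher and none lower (median 2.33, random range −0.21 to 0.28).

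Other rises from 1 to 3 days included nspe-7 at 66.0-fold (17.9 to 549.8) and F26A1.8 at 39.2-fold (6.68 to 1584), the metallothionein gene mtl-1 at 4.67-fold (3.13 to 7.21), and the nuclear receptor genes nhr-61 and nhr-182 at 4.36-fold (2.89 to 6.81) and 4.46-fold (2.63 to 8.01). The methyl donor gene sams-1 was 3.89-fold higher again (2.65 to 5.86), whereas pmt-2 was a further 3.78-fold lower (3.02 to 4.76). Mitochondrial chaperones hsp-6 and hsp-60 were 1.30-fold (1.21 to 1.40) and 1.34-fold (1.26 to 1.44) higher.

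The falls from 1 to 3 days included pud-3 (V, 2324634 to 2325152), which went from 56 to 0 counts, at least 20.9-fold lower. The pairs pud-1.1 with pud-1.2 and pud-2.1 with pud-2.2, each sharing all counts, were 37.9-fold (15.9 to 118) and 25.5-fold (14.4 to 50) lower, and Y46H3A.5 was 25.1-fold lower (12.5 to 59.0) after its rise on the first day. Some ER stress genes receded: hsp-4 was 1.99-fold lower (1.82 to 2.17), xbp-1 1.62-fold lower (1.28 to 2.04), cbp-3 3.45-fold lower (2.51 to 4.82), bre-1 20.1-fold lower (12.8 to 33.3) and ipla-2 6.92-fold lower (5.91 to 8.13). Of the 116 IRE-1 targets from tunicamycin treatment 18 were at least 2-fold lower and 1 higher (median −0.27, random range −0.05 to 0.12), whereas the lists from 2 degrees (median 0.08) and lipid stress (median 0.09) and the ER folding genes (median −0.12) stayed inside their ranges and the IRE-1 target C36B7.6 was 1.55-fold higher (1.06 to 2.28). By contrast lips-11, zip-10 and cebp-1 stayed within 1.15-fold of their 1-day level.

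Collagens, histones and peroxisomal genes were lower at 3 days than at 1 day. Of 86 collagens 38 were at least 2-fold lower and none higher (median −0.92), with col-101 17.5-fold lower (10.2 to 32.5) and col-8 5.59-fold lower (4.28 to 7.40). Of 27 peroxisomal lipid oxidation genes 14 were lower and none higher (median −1.02), among them ech-9 at least 6.73-fold, ech-7 4.18-fold (2.59 to 7.03) and acox-1.5 3.93-fold (2.63 to 6.01). Of 72 histones 17 were lower and none higher (median −0.67), for example his-7 at 3.04-fold (2.17 to 4.32). In all, 535 genes were at least 2-fold higher and 674 lower, where random splits gave 477 and 437, and of 8144 genes with at least 10 counts 205 were clearly higher and 334 clearly lower, against 41 and 41. Of the 42 lists 10 lay above and 16 below their random ranges.

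From 3 to 5 days at 4°C falls outnumbered rises. Yolk protein genes were among the falls: vit-2 (X, 5101042 to 5106169) went from 2279.8 to 450.3 FPKM, 5.06-fold lower (4.93 to 5.20), vit-6 (IV, 8261157 to 8266459) was 4.69-fold lower (4.59 to 4.79), and 6 of 6 vitellogenins were at least 2-fold lower (median −1.40, random range −0.22 to 0.50). The vitellogenins took 11.4% of counts at 3 days (11.3 to 11.4) and 3.88% at 5 days (3.85 to 3.91). Of 23 intestine markers 12 were lower and none higher (median −1.0, random range −0.24 to 0.28), including the GATA factor gene elt-2 at 3.90-fold (2.18 to 7.41) and the cathepsin gene cpr-6 at 2.54-fold (2.34 to 2.75). Their pooled share of counts went only from 1.08% (1.06 to 1.09) to 0.924% (0.910 to 0.939). Collagens were again lower, 50 of 86 with none higher (median −1.15), with col-184 at 5.33-fold (4.23 to 6.80).

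Several of the genes raised in the cold had receded by 5 days. Footprints on lips-11 were 2.87-fold lower than at 3 days (2.38 to 3.48), on numr-1 and numr-2 3.01-fold (2.64 to 3.43), on gst-24 2.85-fold (2.42 to 3.38), on sqst-1 2.41-fold (2.201 to 2.63), on zip-10 1.63-fold (1.30 to 2.05) and on srp-7 1.44-fold (1.35 to 1.53). The pair hsp-16.48 and hsp-16.49 was 3.5-fold lower (2.81 to 4.38). Of 20 IRE-1 targets from 2 degrees 12 were at least 2-fold lower and none higher (median −1.15), and of 31 glutathione S-transferases 13 were lower and none higher (median −0.87), gst-13 by 6.12-fold (4.57 to 8.32). The 24 autophagy genes had a median of −0.46 (random range −0.33 to 0.19) with 2 lower. In contrast cebp-1 was 1.33-fold higher (1.09 to 1.63), hsp-60 1.37-fold higher (1.30 to 1.45), and hsp-4 had a ratio of 1.02 (0.927 to 1.13).

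Sperm and histone genes were among the few groups that were higher at 5 days than at 3 days. Of 51 sperm markers 15 were at least 2-fold higher and 2 lower (median 0.65, random range −0.28 to 0.08), with the major sperm protein gene msp-45 at 3.41-fold (1.85 to 6.69) and msp-31 at 2.75-fold (1.66 to 4.69). Of 72 histones 9 were higher and none lower (median 0.51), for example his-32 at 3.17-fold (2.56 to 3.95), and the maternal RNA-binding protein gene pos-1 was 2.29-fold higher (2.09 to 2.498). The largest clear rises were Y105C5A.12 and Y105C5A.13, which share all their counts, at 9.55-fold (3.83 to 30.7) and the pair C08E3.1 and C08E3.13, which do so too, at 8.77-fold (2.1 to 78.0), and the largest clear falls were the F-box gene fbxa-30 at 18.5-fold (4.75 to 158) and F45E10.2 at 14.02-fold (4.47 to 70.8). In all, 283 genes were at least 2-fold higher and 1459 lower, where random splits gave 455 and 445, and 1178 were higher and 1955 lower with all columns thinned to the shallowest. Of 7961 genes with at least 10 counts 111 were clearly higher and 770 clearly lower, against 39 and 38 in random splits. The treatment label of both 5-day samples reads 3 days at 4°C while their titles and the design text read 5, and the titles were followed.

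**Figure D4:**
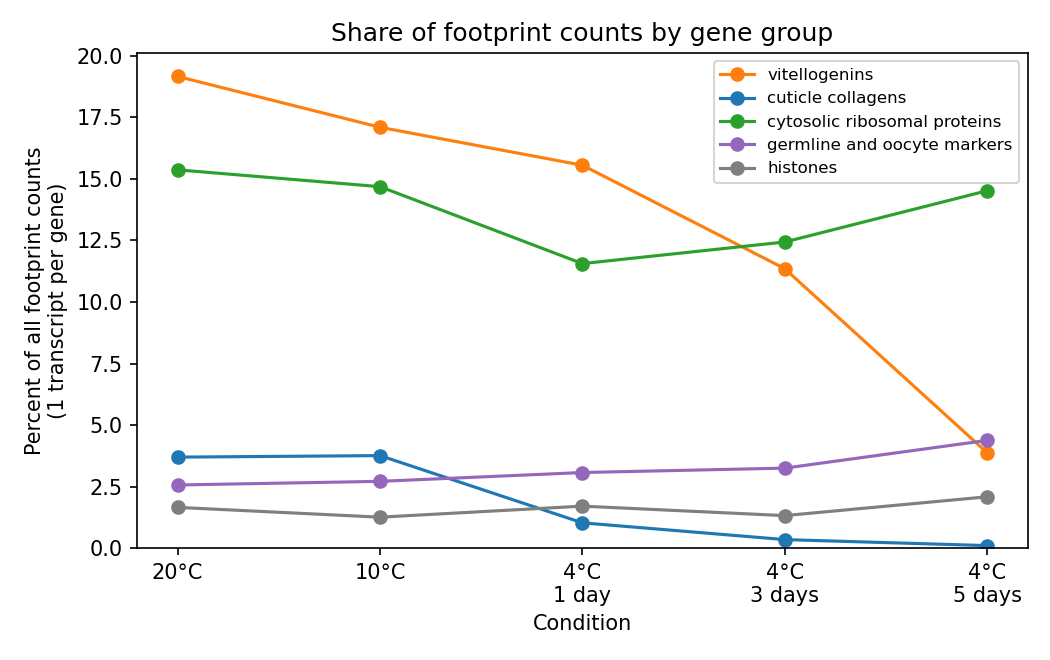
Percent of footprint counts, 1 transcript per gene (y axis), on each of 5 gene groups in the 5 conditions (x axis), with a point per pooled column joined by lines. Vitellogenins fall from 19.2% at 20°C (Wilson 95% interval 19.04 to 19.28) to 3.88% after 5 days at 4°C and collagens from 3.70% (3.65 to 3.76) to 0.109% (0.104 to 0.114), while ribosomal proteins are at 14.5% (14.5 to 14.6).

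Over the whole path from 20°C to 5 days at 4°C, cuticle, yolk and lipid synthesis genes were lowest. The collagen gene col-101 (IV, 325435 to 327020) went from 919 to 1.04 FPKM, 886-fold lower (302 to 4308), col-20 was 179-fold lower (122 to 273), and of 86 collagens 77 were at least 2-fold lower and 1 higher (median −3.96, random range −0.20 to 0.40). The pud-1 pair was 697-fold lower (123 to 27718), and pud-3 and T13F3.6 were at least 64.9-fold lower each. All 15 measured desaturases and elongases were at least 2-fold lower (median −3.22), with elo-6 at 245-fold (66.1 to 2045), elo-5 at 43.5-fold (17.4 to 139.9), fat-5 at 12.8-fold (6.24 to 28.1), fat-6 at 9.64-fold (6.51 to 14.5), fat-1 at 5.60-fold (3.87 to 8.14) and fat-7 at 4.00-fold (1.86 to 8.50). Of 82 cytosolic ribosomal protein genes 24 were at least 2-fold lower and 3 higher (median −0.38, random range −0.13 to 0.33). The gene pmt-2 was 51.7-fold lower (32.3 to 87.6) and acdh-1, an acyl-CoA dehydrogenase gene, 38.8-fold lower (24.6 to 64.2). All 6 vitellogenins were lower (median −2.40), vit-1 by 8.16-fold (7.83 to 8.51).

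By the log2 difference with the pseudocount, the largest rises from 20°C to 5 days were F53A9.7 (X, 8716665 to 8716922) and F19B10.13. They went from 0 to 473 and 354 counts, at least 34.8-fold and 26.1-fold higher. These folds are lower bounds, so the order of both genes against genes with counts at 20°C is not known. F44E5.4 and F44E5.5, a pair of heat shock 70 genes that share all counts, were at least 34.7-fold higher, hsp-12.6 was 56.98-fold higher (10.1 to 2259), and of 15 cytosolic heat shock genes 12 were at least 2-fold higher and none lower (median 2.08). After 5 days zip-10 and lips-11 were still at least 9.50-fold and 11.1-fold above 20°C, cebp-1 was 8.80-fold (3.98 to 24.2), sqst-1 10.3-fold (6.19 to 18.5) and srp-7 6.78-fold (5.24 to 8.92) higher, while hsp-4 was 1.52-fold (1.26 to 1.86) and hsp-60 1.39-fold (1.26 to 1.53) higher. The translational repressor gene ifet-1 was 3.74-fold higher (3.36 to 4.18), and pos-1 was 5.92-fold higher (4.604 to 7.74).

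As lists, neuronal genes were higher at 5 days than at 20°C, but most of the single genes were not clearly higher. Of 16 neuron markers 10 were at least 2-fold higher and none lower (median 1.10, random range −0.60 to 0.83). Only 4 markers were clearly higher. Examples were the neuropeptide processing genes egl-3 at 3.98-fold (1.96 to 9.38) and egl-21 at 3.42-fold (1.81 to 7.28). Of the neuropeptide genes 66 were higher and 11 lower (median 1.09, random range −0.17 to 0.34), but only 8 were clearly higher and 3 clearly lower. With genes at 0 counts set to their bound the neuropeptide median was 0.46. In all, 2347 genes were at least 2-fold higher and 2143 lower, where random splits gave 1650 and 698. Falls outnumbered rises instead under upper quartile scaling (1928 higher and 2453 lower), median centring (2029 and 2360), thinning to the shallowest column (2228 and 2397) and the 4-fold rule (780 and 953). Of 7105 genes with at least 10 counts 1185 were clearly higher and 784 clearly lower, against 50 and 51. Of the 489 genes clearly higher after 1 day than at 10°C, 283 were also clearly higher at 5 days than at 20°C. Of the 306 genes clearly lower after 1 day, 250 were also clearly lower at 5 days.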

Values the study reported

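For the shift from 10°C to day 1 at 4°C, the study reported a Pearson correlation of 0.7244968 across transcripts between changes in mRNA and changes in footprints. It named 3 fatty acid desaturases (FAT-2, FAT-3 and FAT-4) among transcripts with lower footprints and no matching fall in mRNA.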

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

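No paired analysis was possible because the columns pool the replicates, and for the same reason no replicate block or leave-one-out was run. Some alternatives were chosen after the data were seen: the transcript with the most counts, leaving out genes that share counts, and thinning all columns to the shallowest. The balance of rises and falls turned over for 1 day against 10°C when thinned (1500 higher, 1932 lower) and for 5 days against 20°C under several settings given with that comparison. The number of genes 2-fold different followed the rules for low counts. For 4°C at 1 day against 10°C the total was 3218, and it was 1158 with a pseudocount of 5, 5008 with no filter, 1480 with a mean of at least 5 FPKM, 5357 with every transcript counted, 1241 at 4-fold, 5227 at 1.5-fold, 1583 with at least 10 counts and 795 with the counting interval too. For 10°C against 20°C it was 2119, and by the same alternatives 591, 3622, 808, 3447, 1043, 3302, 250 and 46. For 3 days against 1 day it was 1209, and by the same alternatives 346, 2140, 543, 1823, 268, 2701, 710 and 539, and 2903 thinned. For 5 days against 3 days it was 1742, and by the same alternatives 394, 2626, 833, 2984, 230, 3675, 1117 and 881, and 3133 thinned. For 5 days against 20°C it was 4490, with 2029 at a pseudocount of 5, 2599 at a mean of at least 5 FPKM, 7490 with every transcript, 1733 at 4-fold, 2687 with at least 10 counts and 1969 with the interval too.

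The first component held 55.3% with a pseudocount of 0.1, 62.4% with 1, 55.0% with no filter and 69.1% with a mean of at least 5 FPKM. With no filter 14 lists lay outside their range from 1 to 3 days. The sign of mitochondrial ribosomal proteins, 4C 1 day versus 10C, reversed to 0.0326 when scaled to the total, and that of mitochondrial ribosomal proteins, 4C 3 days versus 4C 1 day, to 0.0170 scaled to the total and 0.0240 to the total without the top 50 genes. The median of pharynx markers, 4C 3 days versus 4C 1 day, reversed to −0.0601 with no filter. At 10°C against 20°C C34E10.12 reversed to 0.46 and W03F8.6 to 0.43, and at 5 days against 3 days Y57G11C.38 reversed to −0.19, each on the first transcript listed and on the one with the most counts. The cause was not tested. Scaling moved the median of all genes by −0.14 (total) and −0.12 (total without the top 50) at 5 days against 3 days, and by −0.16 (upper quartile) and −0.13 (median centred) at 5 days against 20°C. Of list medians 1010 kept their call, 61 moved and 4 reversed, and of named genes 2546 kept it, 66 moved and 6 reversed.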

Other observations

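For the step from 20°C to 10°C, the comparison with random splits and the test of lists were chosen only after the result was seen, while the rule of at least 10 counts with a counting interval was planned. For single genes counting error is left open: 46 were clearly different, where random splits gave a mean of 102 and an upper limit of 129, but the counts scatter less than such splits (mean squared z 0.662 at 10 to 19 counts, where independent reads give 1), so the test decides nothing. As sets, 8 lists stayed outside their random range under every pseudocount and scaling. A scaling shifts a list and its random lists nearly alike, so it could hardly change this, and only the pseudocounts tested it. Low counts stay open for 4 of the 8 lists: at the bound the sperm and neuropeptide medians were both 0.47, what equal counts in both columns give, the bZIP factors lay inside their range (0.24) and the lysozymes at its edge (0.25).

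For the falls from 3 to 5 days at 4°C, the scalings were planned, while the limit set on them, the thinning and the tests of counting error, of genes raised earlier and of the intestine were chosen only after the result was seen. Falls were at least 3.59 times as many as rises under every scaling. These scalings moved the median log2 change of all genes by −0.144 to 0.084, and only median centring moved it toward rises. Scaling errors of that size do not account for the falls, and larger ones were not tested. Counting error does not account for them either, since 1459 genes fell where random splits gave a mean of 445 and a limit of 486. With all columns thinned to the shallowest, however, the excess shrank to 1955 falls against 1178 rises. Genes clearly raised on the first day made up 18.1% of the clearly fallen genes. These were 139, where 49.9 would be shared if independent among 7082 genes with enough counts in both comparisons. As a measure of falling back the share can be wrong in both directions. It includes genes that would be shared if independent. It leaves out rises that the clear call at 1 day missed. That call recovered 35.8% of simulated 2-fold changes, which lie on the cut, 76.1% of 4-fold and 95.5% of 8-fold changes. The share also leaves out 97 fallen genes that were clearly higher at 3 days than at 1 day, although both calls use the 3-day column. How much of the falls was a falling back is therefore left open. Fewer footprints from the intestine alone does not cover the collagens (median −1.15, intestine markers −1.0), which had also fallen in both earlier steps at 4°C, but muscle (−0.07), pharynx (−0.27) and neuron markers (−0.01) stayed inside their ranges. The pooled share of intestine markers went only from 1.08% (Wilson 95% interval 1.06 to 1.09) to 0.924% (0.910 to 0.939). That share rests most on the markers with the most counts, while 12 of 23 markers were at least 2-fold lower and none higher. Vitellogenins, listed as a separate group, went from 11.4% of counts to 3.88%. These values do not decide the question. A smaller intestinal share stays open for the other genes, as does time at 4°C, untested.

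For histones, lower at 3 days and higher at 5 days, the tests of shared counts and of coding length were written before their results were seen, and the test of scaling was chosen only after. The 42 histone genes that share counts with no other gene had a median of −0.75 at 3 days and 0.52 at 5 days, so exact sharing does not account for the pattern. The range of 95% of random lists matched in coding length ended at 0.22 at 5 days, below the 0.51 of histones. Under every scaling the median at 3 days was −0.61 or lower and at 5 days 0.36 or higher. The scalings moved the median of all genes by only −0.0355 to 0.054 and −0.144 to 0.084 in these steps. They could therefore hardly have changed either sign. Histones had also moved before: they were lower at 10°C than at 20°C (median −0.53). At 1 day they were higher than at 10°C (median 0.25, random range −0.08 to 0.22), and the fall at 3 days is measured from there. Time at 4°C stays open and was not tested.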
